A study of Mus musculus with 4 samples. Its data were reported in "Transient Dietary Intervention Induces Healthy Adipose Tissue Expansion and Metabolically Healthy Obesity in Mice" (2025).

How the data were processed

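Poly(A) RNA from the epididymal adipose tissue of male C57BL/6J mice had been made into directional libraries and sequenced, and 4 libraries were analysed here, 2 labelled as high-fat control (Ctrl) and 2 labelled as weight cycling (WC1). Group membership was taken from the sample titles, which also number the libraries 1 and 2 within each group. The labels do not say that equal numbers mark a shared litter, cage or day.

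The deposited data were a pair of gene-by-library matrices covering the same 24421 gene symbols. In the first, which the file name calls CPM, the authors divided the reads of each gene by a library size that had been rescaled per library, since the columns summed to between 97.6% and 105% of the total that plain CPM would give. It is therefore treated as a deposited signal proportional to reads, and its values are written as CPM below. Each value was a whole multiple of the value of 1 read in its column: 100% of the values in each library were whole to within 0.01 read. In the second matrix the authors deposited TPM, reads corrected for transcript length and scaled to the same sum in every library. The aligner, the read counter, the annotation and the genome build are not given in the sources used here, so no coordinates are printed. In the study's own methods genes under a CPM minimum were left out. The matrices still hold genes at 0, and 6289 genes were at 0 in every library.

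The reads recovered from the first matrix came to 71658062 and 90965297 in Ctrl 1 and Ctrl 2 and to 61655738 and 61465029 in WC1 1 and WC1 2. At these totals 3 reads corresponded to between 0.0345 and 0.0492 CPM, the level up to which a gene listed at 0 may still be expressed, for counting error only. The 10 most abundant genes took between 7.23% and 8.92% of the reads of a library. With 2 libraries per group the spread between animals, not the read total, limits the precision of most genes.

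Genes with at least 0.5 CPM in at least 2 of the 4 libraries were tested, which left 14106 genes and removed 10315. Values were transformed to log2(CPM + 1), and a fold change on this scale understates the change of genes of low abundance. WC1 was compared with Ctrl by limma 3.58.1 in R 4.3.3 (linear model, moderated variance with an abundance trend, two-sided), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Fold changes are WC1 minus Ctrl. Errors of fold changes are standard errors (SE) from the model and errors of group means are standard deviations (SD) of 2 libraries. An exact permutation test of a single gene cannot reach 0.05 in this design, because the 4 libraries can be split into pairs in 3 ways and the smallest exact two-sided p is 0.333.

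Gene lists were tested with camera in limma with a preset inter-gene correlation of 0.01, adjusted over the 8 theme lists, and again with an estimated correlation and with fry. The theme lists (adipocyte, branched-chain amino acid degradation, lipolysis, PPAR signalling, lysosome, phagosome, macrophage and inflammation, collagen and matrix) were written by hand from pathways and questions the study names, so the study's reading of these libraries took part in choosing the themes and the list tests are not independent evidence. A panel of 23 genes followed the study's quantitative PCR primers. The 2000 genes with the largest SD of log2(CPM + 1) were clustered by k-means with 2 clusters and 50 starts, without group labels, and each theme list was tested in each cluster with Fisher's exact test against all tested genes, adjusted over both clusters and the 8 lists. Lists of marker genes of cell types were used for checks: macrophage, fibroblast, endothelial, mesothelial, T and NK cell, B cell, erythroid, skeletal muscle, brown adipocyte and epididymis. Lists of NRF2 target genes, mast cell genes and clock genes were written after the data had been seen. Symbols were matched to GENCODE M21 or to RefSeq synonyms, and 98.5% of those in the matrices had a match.

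Genes named in the text were chosen by a rule: the 23 panel genes and Clec4e, the 5 largest increases and 5 largest decreases among genes under the threshold with a mean of at least 1 CPM and no overlap between groups (predicted genes, Rik symbols and pseudogenes skipped), and the 2 members of each theme list with the smallest p. Genes named outside the rule are said to be so. The tests, the lists other than the 3 named above, the rule and the alternatives, except those said below to be added later, were fixed before the data were examined.

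The scripts were tested on simulated data with the means, spread and read totals of these libraries and 200 genes changed by 2-fold or 4-fold among 14106. The changed genes were drawn from those with a mean of at least 5 CPM, so the recovery below does not cover changes in genes of lower abundance. For WC1 minus Ctrl as simulated, limma recovered 188 of the 200 (100% of the 4-fold and 88.0% of the 2-fold changes) with 14 false calls, edgeR recovered 189 with 13 false calls, and DESeq2 recovered 196 with 48 false calls. Of 100 simulated lists without change, 0 had a camera p under 0.05. Genes were simulated independently of each other, so this does not test false calls of lists whose genes vary together.

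The alternatives were pseudocounts of 0.25 and 4, no filter, a filter on 1 library, a mean of at least 5 CPM, the TPM matrix, median-of-ratios scaling, quantile normalization, the library number as a block, leaving out each library in turn, a threshold of 0.1 with at least 2-fold change, the quasi-likelihood test of edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, Reactome sets for the lists (from the file shipped with fgsea 1.28.0), and 1000 or 4000 genes for the clustering. Alternatives added after the data were seen were thinning all libraries to the read total of the shallowest, removing a smooth trend on gene length and GC content (available for 99.3% of tested genes), and leaving out each library in the clustering. The edgeR test on recovered reads called 2483 genes.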

Results

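Gene expression was measured by RNA-seq in epididymal adipose tissue, the visceral fat depot beside the epididymis, from obese male mice with different dietary histories. WC1 mice were given high-fat diet (HFD) from 8 weeks of age for 8 weeks, standard diet for 2 weeks to lose weight and HFD for a last 6 weeks. Ctrl mice were 10 weeks old when they began HFD and stayed on it for 14 weeks. Both groups thus had 14 weeks of HFD in total and were 24 weeks old at the end. There were 2 libraries per group, holding 71658062 and 90965297 reads in Ctrl and 61655738 and 61465029 reads in WC1.

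The libraries were first compared as a whole. Over 14106 genes, log2(CPM + 1) correlated across genes with r = 0.994 between the Ctrl libraries and r = 0.989 between the WC1 libraries, and with r between 0.964 and 0.981 across groups. Genes are not independent replicates, so these values describe the libraries only. The SD across genes of the log2 difference was 0.243 between the Ctrl libraries and 0.319 between the WC1 libraries, compared to 0.424 or more between libraries of different groups. The replicates differed beyond counting noise (chi-square per degree of freedom 37.0 in Ctrl and 93.4 in WC1), so no library was a copy of another. In principal component analysis, the first component held 75.8% of the variance and separated the groups, with scores of -30.1 and -23.8 for Ctrl and 17.7 and 36.1 for WC1. The second component held 14.8% and mainly separated the WC1 libraries from each other, with scores of -19.2 and 13.1.

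**Figure D1:**
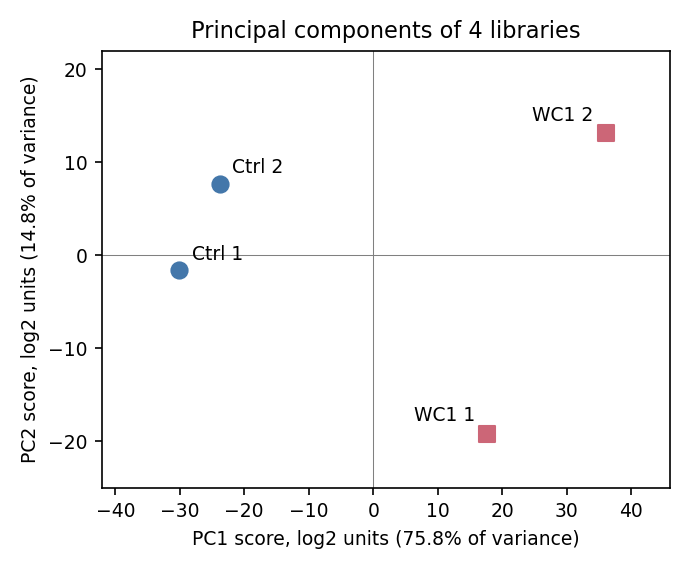
Scores of the 4 libraries on the first and second principal components of log2(CPM + 1), in log2 units, with Ctrl as circles and WC1 as squares. The Ctrl libraries lie at -30.1 and -23.8 and the WC1 libraries at 17.7 and 36.1 on the first component.

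The main question was which genes differed in adipose tissue between weight-cycled mice and mice kept on HFD. In limma, 1443 genes were higher and 1088 genes were lower in WC1 at an adjusted p under 0.05, together 17.9% of the genes tested. Of the 2531 called genes, 57.0% were higher. A change of at least 2-fold was found in 350 of the higher and 197 of the lower genes. The WC1 and Ctrl libraries did not overlap in 9773 genes (69.3%), where chance gives 33.3%. Of these, 4617 were higher and 5156 lower in WC1, the opposite balance to the called genes. The other 2 ways of pairing the libraries gave 0 and 0 called genes in limma, with 77 and 65 genes at an unadjusted p under 0.05, 0 and 0 called genes in edgeR and 22 and 10 in DESeq2 on the recovered reads. The count depended most on the Ctrl libraries: without Ctrl 1, limma called 2 genes higher and 4 lower, and without Ctrl 2 it called 6 and 6, although 2621 and 3115 genes still had an unadjusted p under 0.05, compared to 5329 with all libraries. Without WC1 1, 2424 genes were higher and 2748 lower, and without WC1 2 the numbers were 1419 and 1231. Lower genes thus outnumbered higher genes without WC1 1. The few genes called without Ctrl 1 or without Ctrl 2 cannot show a balance. In the TPM matrix the balance moved to 77.9% higher, 2054 against 583 genes, and the median log2 fold change of all genes moved up by 0.12 from its value of -0.02 in CPM.

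Next, the genes of the quantitative PCR panel were examined, which cover adipocyte function, lipolysis, inflammation and fibrosis. Of the 23 genes, 11 were called over all genes tested and 18 were called adjusted over the list alone. The WC1 libraries lay on one side of both Ctrl libraries in 21 of them. Leptin (Lep) rose from 1574 ± 234 to 4018 ± 935 CPM (SD, n = 2 per group), a log2 fold change of 1.34 ± 0.24 (SE, limma adjusted p = 0.028). Adipoq rose from 707 ± 109 to 1671 ± 386 CPM, a log2 fold change of 1.23 ± 0.21 (limma adjusted p = 0.027). Fasn (1.23), Acta2 (1.19), Lipe (0.94), Pnpla2 (0.70), Acaca (0.52) and Pparg (0.41) were also higher on the log2 scale. Lipe and Pnpla2 encode hormone-sensitive lipase and adipose triglyceride lipase. Adrb3 was higher by 1.34 with a limma adjusted p of 0.049, and this call was lost in 9 of 17 alternatives, with adjusted p values of up to 0.25. Mmp14 fell by 0.64 ± 0.14 and Cd9 fell by 0.93 ± 0.21 on the log2 scale (limma adjusted p = 0.040 and 0.045), and these calls were lost in 4 and 6 of 17 alternatives.

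The remaining 12 panel genes were not called over all genes tested. Tnf stood at 7.23 ± 0.38 CPM in Ctrl and 5.15 ± 0.59 CPM in WC1, with a log2 fold change of -0.42 ± 0.12 and a limma adjusted p of 0.072. Tgfb1 stood at 193 ± 5.1 and 147 ± 24 CPM, with a log2 fold change of -0.40 ± 0.12 and a limma adjusted p of 0.082. Itgax (-1.01), Timp1 (-0.90), Adgre1 (-0.59) and Ccl2 (-0.27) were lower and Col6a1 (0.53) was higher on the log2 scale, with no overlap between groups. These 7 genes passed 0.05 adjusted over the list alone. Mmp9 (-0.43), Col3a1 (-0.36), Cd36 (-0.25), Mmp11 (-0.14) and Col1a1 (0.09) passed neither threshold. Clec4e, which encodes the lectin Mincle, fell from 4.12 ± 0.30 to 0.72 ± 0.21 CPM with a log2 fold change of -1.58 ± 0.14 (limma adjusted p = 0.012). The number of called panel genes was 0 without Ctrl 1, 0 without Ctrl 2, 18 without WC1 1 and 16 without WC1 2, and it was 3 without a filter on low values. At an unadjusted p under 0.05, 9 panel genes were found without Ctrl 1 and 11 without Ctrl 2 in limma. Without WC1 2 the log2 fold change was -0.58 for Itgax, -0.49 for Timp1, -0.31 for Adgre1 and -0.24 for Tgfb1, so WC1 2 carried much of these falls. Col1a1 changed sign without WC1 1, at -0.13.

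**Figure D2:**
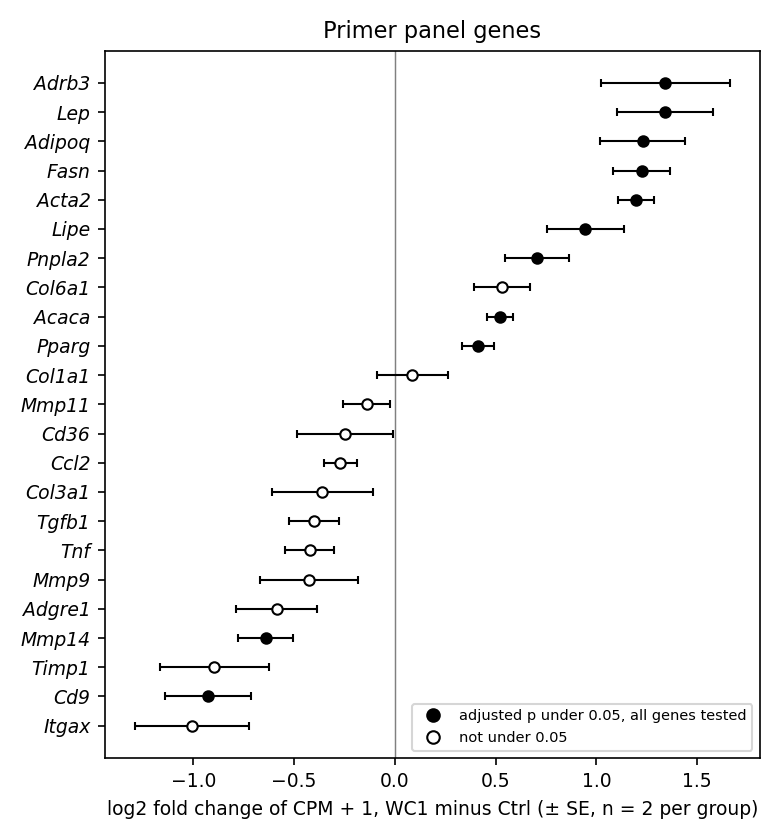
Log2 fold change of CPM + 1 (WC1 minus Ctrl) for the 23 genes of the primer panel, with points for the estimate, bars for the SE (n = 2 per group) and filled points for an adjusted p under 0.05 over all genes tested. Adrb3 and Lep lie highest at 1.34 and Itgax lies lowest at -1.01.

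Pathways that the study names for WC1 adipose tissue were then tested as gene lists. Lists of adipocyte, macrophage and inflammation, and collagen and matrix genes, which are not among those pathways, were tested with them. In camera, 7 of the 8 lists differed between groups. The median log2 fold change was 0.85 over 39 adipocyte genes (limma camera adjusted p = 1.2e-14, 38 genes higher), 0.48 over 36 genes of branched-chain amino acid degradation (8.9e-08, 29 higher), 0.42 over 37 lipolysis genes (2.1e-05, 27 higher) and 0.34 over 52 genes of PPAR signalling (4.1e-06, 37 higher). It was -0.42 over 80 lysosome genes (1.9e-07, 66 lower), -0.48 over 69 phagosome genes (2.5e-10, 62 lower) and -0.76 over 41 macrophage and inflammation genes (2.6e-08, 37 lower). The 45 collagen and matrix genes showed no common direction (median 0.03, adjusted p = 0.36), with 8 called higher and 6 called lower. The medians of the lysosome, phagosome and macrophage and inflammation lists were -0.26, -0.33 and -0.51 without WC1 2 and -0.51, -0.67 and -1.02 without WC1 1. The lists share genes: 11 are in both the adipocyte and the PPAR list, 7 in both the adipocyte and the lipolysis list, and 13 in both the lysosome and the phagosome list. The calls depended on the test and on the genes chosen for each list. With fry, only the PPAR list stayed under 0.05 (adjusted p = 0.047), and with a correlation estimated from the data no list did (lowest adjusted p 0.35). With Reactome sets in place of the written lists, the median of the adipocyte theme was -0.015 while camera placed it up, not under the threshold (adjusted p = 0.82), and that of the phagosome theme, a set of 4 genes, was 0.84 (0.34).

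**Figure D3:**
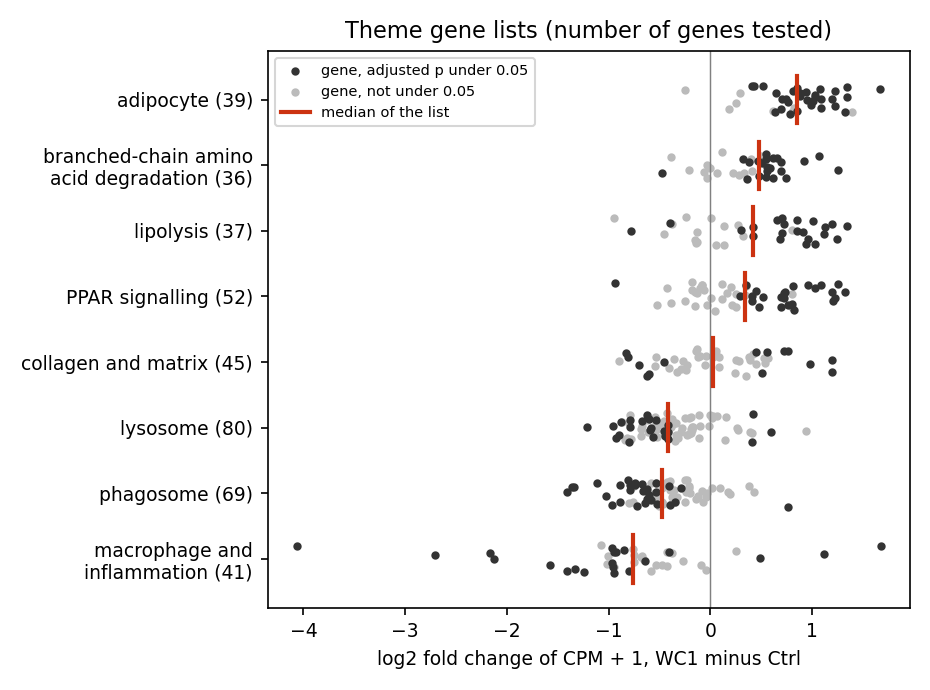
Log2 fold change of CPM + 1 (WC1 minus Ctrl) of each gene in the 8 theme lists, with dark points for genes with an adjusted p under 0.05, pale points for other genes and a vertical bar for the median of the list. Medians run from -0.76 for macrophage and inflammation genes to 0.85 for adipocyte genes.

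Within the lists, the members with the smallest p were Aqp7 and Fasn for adipocytes (log2 fold changes 1.20 and 1.23), Acadm and Ehhadh for branched-chain amino acid degradation (0.69 and 1.26), Ptger3 and Adora1 for lipolysis (0.91 and 1.25), and Acaa1b and Hmgcs1 for PPAR signalling (0.96 and 0.80). For the phagosome they were Tfrc and Colec12 (-1.03 and -0.66), and for macrophages and inflammation Clec4d and Clec4e (-4.07 and -1.58). In the lysosome list Slc11a1 was lower (-0.96), whereas Acp5 was higher (0.60), against the direction of its list. In the collagen and matrix list both members, Acta2 and Col12a1, were higher (1.19 and 0.72). All of these were called in limma with adjusted p values between 0.0076 and 0.024. The lipolysis list covers the regulation of lipolysis. The rise of the list and of these members therefore does not say whether lipolysis itself was raised.

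Clustering without group labels was used to ask whether the most variable genes follow the diet groups. Of 2000 genes, k-means placed 1228 (61.4%) in a cluster that was higher in both WC1 libraries and 772 (38.6%) in a cluster that was lower in both. In the higher cluster the mean centred values were -0.50 and -0.39 in Ctrl and 0.28 and 0.61 in WC1. In the lower cluster they were 0.51 and 0.46 in Ctrl and -0.33 and -0.64 in WC1. The higher cluster held 29 of 39 adipocyte genes (odds ratio 31.1, adjusted p = 2.9e-22, Fisher's exact test), 18 of 37 lipolysis genes (10.1, 1.4e-09) and 19 of 52 PPAR genes (6.12, 7.8e-08). It held 7 of 36 genes of branched-chain amino acid degradation (2.54), which did not pass the threshold (Fisher's exact test, adjusted p = 0.066), and 1 of 80 lysosome genes (0.13, adjusted p = 0.021). The lower cluster held 28 of 41 macrophage and inflammation genes (38.6, 4.2e-25), 19 of 69 phagosome genes (6.70, 1.2e-08) and 20 of 80 lysosome genes (5.88, 2.3e-08). Genes within a list vary together, so these p values overstate the evidence. The share in the higher cluster moved most in the TPM matrix, to 73.1%. The depletion of lysosome genes from the higher cluster was no longer under 0.05 without WC1 2 (odds ratio 0.26).

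Finally, the largest changes among called genes were listed. The increases were Hba-a1 with a log2 fold change of 4.85 ± 0.71 (SE), Ablim1 with 3.97 ± 0.07, Ctnnbip1 with 3.83 ± 0.14, Retnla with 3.77 ± 0.34 and Urgcp with 2.11 ± 0.13 (limma adjusted p between 0.00055 and 0.021). Ablim1 was at 13.2 and 12.9 CPM in Ctrl and at 212 and 228 CPM in WC1. Retnla was at 8.85 and 11.6 CPM in Ctrl and at 107 and 214 CPM in WC1. Hba-a1 is uncertain, since it has a near-identical copy, Hba-a2, and reads can be assigned to either. Hba-a1 and Hba-a2 together rose by 0.48 ± 0.10 on the log2 scale (limma adjusted p = 0.038), far less than Hba-a1 alone. The decreases were Cd5l with -4.43 ± 0.17, Serpinb9b with -4.11 ± 0.38, Clec4d with -4.07 ± 0.27, Clec4n with -3.28 ± 0.14 and Tpsb2 with -3.28 ± 0.19 (limma adjusted p between 0.0035 and 0.012). Cd5l was at 88.0 and 68.3 CPM in Ctrl and at 2.29 and 3.03 CPM in WC1. Members of the Serpinb9, Clec4 and tryptase families resemble each other, and how reads shared between them were counted is not given in the sources used here. When either Ctrl library was left out, 31 of the 34 called genes named here lost their call, while Ablim1, Ctnnbip1 and Cd5l stayed called in all 17 alternatives.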

Values the study reported

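The study described WC1 as 8 weeks of HFD, 2 weeks of standard diet and another 6 weeks of HFD, and its control as 14 weeks of HFD beginning at 10 weeks of age. It left genes under 0.5 CPM out of its RNA-seq analysis.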

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

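The tests on thinned reads, the removal of a length and GC trend, and the clusterings with a library left out were chosen after the data had been seen. The number of called genes stayed within 1.5 times of 1443 higher and 1088 lower under both pseudocounts, the filter on 1 library, the filter at a mean of 5 CPM, median-of-ratios scaling, quantile normalization, thinned reads, the length and GC correction and edgeR on recovered reads. In these settings the share of called genes that were higher lay between 54.6% with the length and GC correction and 59.4% with edgeR, compared to 57.0%. Without a filter 788 genes were higher and 532 lower (59.7% higher), and 3 panel genes were called. More genes were tested there, 18132, and 5629 of them had an unadjusted p under 0.05. The cause was not tested. In the TPM matrix 2054 genes were higher and 583 lower (77.9% higher), and 1986 of its 2637 calls were among the 2531 of the CPM matrix. The all-gene median moved by 0.12 on the log2 scale, and TPM forces equal sums. The list medians relative to the all-gene median of TPM were 0.90 for adipocyte genes and -0.72 for macrophage and inflammation genes. DESeq2 called 2125 genes higher and 1736 lower (55.0% higher), 2528 of them shared with limma. It also made the most false calls in simulated data. With an adjusted p under 0.1 and at least 2-fold change, 359 genes were higher and 206 lower (63.5% higher). The fold limit lowers the counts by construction. At an adjusted p under 0.05 with the same fold limit, 350 genes were higher and 197 lower. The change in share thus came with the fold limit rather than with the threshold of 0.1. Why genes with larger changes were more often higher was not tested.

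Leaving out 1 library leaves its group with a single library, which is assumed to vary like the other group. Over the 4 libraries left out, the number of higher genes ranged from 2 to 2424, the number of lower genes from 4 to 2748 and the share of higher genes from 33.3% to 53.5%. The number of called panel genes ranged from 0 to 18, and 9 to 20 of them had an unadjusted p under 0.05 in limma. The lowest counts came without Ctrl 1 or Ctrl 2, where the spread is estimated from the WC1 libraries alone, and the highest came without WC1 1. Without Ctrl 1 or Ctrl 2, too few genes were called for the share of higher genes to show a balance. Of the 46 named genes, 34 were called with all libraries, and 31 of these lost their call without Ctrl 1 and 31 without Ctrl 2. Over all alternatives, the call and direction of the named genes were kept in 674 of 780 values. A call was lost in 80, of which 62 came from leaving a library out, and gained in 24. The fold change of Col1a1, not called with all libraries, was -0.024 with the length and GC correction and ranged from -0.13 to 0.30 with a library left out.

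The labels number the libraries 1 and 2 in both groups. Nothing in the labels says that equal numbers pair the mice. Over 14106 genes, the difference between libraries 1 and 2 in Ctrl correlated with that in WC1 with r = 0.19, and 2 pairs are too few to establish a pairing. With the number as a replicate block, 1769 genes were higher and 1497 lower (54.2% higher), 16 panel genes were called, and the 8 gene lists kept their calls.

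The 7 called gene lists kept their direction and stayed under 0.05 in camera in each of the 15 settings that changed the values, the genes or the libraries, with a largest adjusted p of 0.00086 for the lipolysis list in the TPM matrix. With a library left out, medians ranged from 0.74 to 0.98 (adipocyte), 0.37 to 0.57 (branched-chain amino acid degradation), 0.38 to 0.49 (lipolysis), 0.31 to 0.37 (PPAR), -0.51 to -0.26 (lysosome), -0.67 to -0.33 (phagosome) and -1.02 to -0.51 (macrophage and inflammation). The median of the collagen and matrix list, not called, was -0.088 with the length and GC correction and ranged from -0.041 to 0.080 with a library left out. The calls changed with the test. With an estimated correlation the adjusted p values of the 7 lists lay between 0.35 and 0.40, while the medians of 0.85 (adipocyte), 0.48 (branched-chain amino acid degradation), 0.42 (lipolysis), 0.34 (PPAR), -0.42 (lysosome), -0.48 (phagosome) and -0.76 (macrophage and inflammation) are the same by construction. With fry the adjusted p value of the PPAR list was 0.047, those of the other 6 called lists lay between 0.061 and 0.13, at the same medians, and that of the collagen and matrix list, not called, was 0.24. These tests estimate the correlation between genes from 4 libraries, which leaves 2 residual degrees of freedom. With Reactome sets, which hold other genes, branched-chain amino acid degradation (0.51) and macrophage and inflammation (-0.12) stayed under 0.05. Medians were -0.015 for the adipocyte theme, 0.092 for lipolysis, 0.11 for PPAR, -0.064 for the lysosome and 0.84 for the phagosome theme, whose set has only 4 genes, and none of these passed. The cause of the difference was not tested beyond the change of genes.

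The share of clustered genes in the higher cluster was 55.8% with 4000 genes, 58.2% with a pseudocount of 4 and 73.1% in the TPM matrix, and it ranged from 58.2% to 63.35% with a library left out, compared to 61.4%. The cause was not tested apart from the shift of the TPM values. Of the 7 list enrichments under 0.05, 53 of 56 values under these settings kept their call and direction. The other 3 were the depletion of lysosome genes from the higher cluster with 1000 genes, with a pseudocount of 4 and without WC1 2.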

Other observations

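The tests of read depth for the count of called genes, of length and GC content, and of neighbouring genes were stated before their results were seen. The other tests in this part were chosen after the pattern had been seen, on the same data.

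The count of 2531 called genes came from 1 of the 3 ways to split the 4 libraries into pairs, and the other 2 gave 0 calls in limma, with 77 and 65 genes at an unadjusted p under 0.05, 0 calls in edgeR, and 22 and 10 calls in DESeq2. With 3 splits chance cannot be excluded at 0.05. A difference in depth, with more reads in Ctrl, was tested by thinning each library to 61465029 reads. This gave 2539 called genes, of which 2454 were among the 2531, which argues against depth as the source of the count.

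Cell types were examined with marker lists. All 14 macrophage markers were lower in WC1 (median log2 fold change -0.79), all 14 endothelial markers were higher (1.04), and 10 of 14 fibroblast markers were lower (-0.25). Of the macrophage markers, 13 are also in a theme list, and 7 of the fibroblast markers are, so these are not separate evidence. Medians were 0.03 for 13 T and NK cell genes, 0.36 for 7 erythroid genes, 0.42 for 9 skeletal muscle genes and 0.52 for 9 brown adipocyte genes. The 8 B cell genes had a median of 1.13, with mean log2(CPM + 1) of 1.54 and 1.35 in Ctrl, 1.87 in WC1 1 and 3.02 in WC1 2, so WC1 2 carried most of that rise. The 13 mesothelial genes had a median of -0.06, but their mean log2(CPM + 1) was 3.63 and 3.27 in Ctrl, 2.86 in WC1 1 and 4.03 in WC1 2, and all 13 were higher in WC1 2 than in WC1 1. Of 28 epididymis genes, none reached the filter, and the highest level was 3.02 CPM in WC1 1, compared to 0.35 CPM or less in the other libraries. A lower share of macrophages alone would raise the markers of all other cell types alike. Endothelial and fibroblast markers moved apart by 1.27 on the log2 scale, compared to a largest difference of 0.74 between libraries of a group, which argues against that explanation for the whole pattern. The 7 called theme lists stayed called in the same direction, 7 of 7, once a trend on gene length and GC content was removed. A change in cell composition with more endothelial cells and adipocytes and fewer macrophages, and a change of expression within cells, stay open and were not separated here. Either may follow from the weight cycle.

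In the called theme lists the WC1 libraries differed from each other in the direction that separates WC1 from Ctrl. Between WC1 2 and WC1 1 the median difference was 0.27 for adipocyte genes and -0.49 for macrophage and inflammation genes, in the direction of the difference from Ctrl. This was so for 7 of the 7 called theme lists, and each lay outside the central 95% range of 10000 random lists matched on abundance, which argues against independent noise from gene to gene as the source of the difference in these lists. The lists had the same direction in camera when WC1 2 was left out. Of the 2650 genes called without WC1 2, 73.3% moved further from Ctrl in WC1 2 than in WC1 1 (lower end of the 95% binomial interval 71.6%), once a trend on abundance was removed. Noise in WC1 1 helps to call these genes and WC1 2 does not share it, so independent noise would give at most 50%, which argues against it for these genes as well. Across all genes the difference WC1 2 minus WC1 1 correlated with WC1 1 minus the Ctrl mean with r = 0.042, and with r = 0.014 once a trend on abundance was removed, inside the central 95% range of 2000 permutations (-0.016 to 0.017). Noise in WC1 1 lowers this value by an unknown amount, so over all genes a shared direction and noise cannot be told apart. The correlation with the WC1 mean minus the Ctrl mean was 0.39, which noise in WC1 2 raises and noise in WC1 1 lowers. The correlation of 0.042 was the first test made. The tests on lists and on genes called without WC1 2 were chosen after it had been seen, and a rule that asked both the correlation and the called genes to pass was split into separate tests after their values had been seen. The read totals of the WC1 libraries differed by a factor of 1.003, which argues against depth. For the lists and these called genes, a candidate explanation is that the 2 mice stood at different points of one graded response, or that the pieces of tissue differed in cell composition. B cell and mesothelial genes were higher in WC1 2 than in WC1 1, in line with different pieces of tissue. With 2 mice these were not told apart by a test.

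NRF2 target genes, which respond to oxidative stress, were lower in WC1. The median of 33 genes was -1.21 on the log2 scale, with 29 lower and 21 called lower. Prdx1 was at 4519 and 3696 CPM in Ctrl and at 797 and 626 CPM in WC1, and Hmox1 was at 937 and 965 CPM in Ctrl and at 217 and 183 CPM in WC1. These genes were chosen after their values were seen. Fewer macrophages could lower such genes. The NRF2 list minus the macrophage markers changed by -0.43, about as much as the largest difference within a group, 0.43. The index was 0.28 and 0.16 in Ctrl, -0.42 in WC1 1 and 0.01 in WC1 2, so WC1 1 decides it. Among the list, 15 genes fell more than Lyz2, the macrophage marker with the largest fall (-1.25), but the list was written after several of its members had been seen. A loss of macrophages and a lower NRF2 activity cannot be told apart here, because the spread between 2 libraries is as large as the difference.

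Mast cell genes were lower in WC1, and Tpsb2 was among the largest decreases. The median of 16 genes was -1.98, with 15 lower and 13 called. Mcpt4, chosen after its values were seen, was at 139 and 162 CPM in Ctrl and at 18.9 and 13.9 CPM in WC1. A loss of immune cells of every kind would lower T and NK cell genes as well. Most T and NK cell genes were at few CPM, where the added 1 limits how far a value can fall, so this was tested on log2 CPM without it, a form chosen after the first values had been seen. Each of the 13 T and NK cell genes had at least 17 reads in every library. Mast cell genes minus T and NK cell genes changed by -3.06, compared to a largest difference of 0.94 within a group. The median was -2.94 for mast cell genes, and 0 of the 13 T and NK cell genes fell as far. Gzmb fell by 2.54, and the others lay between -0.54 and 0.79. This argues against a general loss of immune cells. Fewer mast cells, and less transcription of these genes per cell, stay open as hypotheses and may belong to the response to weight cycling. Pieces with less connective tissue would have lower fibroblast markers, and pieces with less lymph node would have lower B cell genes. The 14 fibroblast markers had a median of -0.25, with 10 lower and 4 higher. The lowest was Lum at -0.71. All 8 B cell genes were higher. The median of mast cell genes on this scale was -1.98. This argues against less connective tissue or lymph node as the main source of their fall. Smaller differences between the pieces of tissue were not tested.

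Some values changed in a single library. Hba-a1 was at 2.49 and 3.42 CPM in Ctrl and at 241 and 51.8 CPM in WC1, while its copy Hba-a2 was at 179, 188, 0.16 and 231 CPM in the same order. The sum of both had a range of 0.63 on the log2 scale over the 4 libraries, compared to 6.12 and 7.64 for the single genes. This is consistent with reads shared between near-identical copies and assigned in unequal parts that differ between libraries, with most in Hba-a2 in Ctrl, nearly all in Hba-a1 in WC1 1 and parts in both in WC1 2. The sum still rose by 0.48 in WC1 (limma adjusted p = 0.038), so most of the fold change of Hba-a1, but not all of it, may come from the assignment. In all, 8 genes lay more than 3 log2 units from the other 3 libraries while those lay within 1 of each other: Hba-a2, Gm10094 and Mdm4 in WC1 1, Phc3 and Ptbp3 in WC1 2, Dag1 and Mir8114 in Ctrl 2 and Hbb-bs in Ctrl 1. These genes were chosen by their values. Dag1 was at 251 CPM in Ctrl 2 and at 9.33, 12.8 and 11.7 CPM in the others. A change in the transcript length used would move the ratio of CPM to TPM only if TPM was computed with a length estimated in each library. Whether it was is not given in the sources used here. In the 7 genes with at least 10 reads in that library the ratio moved by at most 0.18 on the log2 scale. A fixed length per gene would give the same, so this cannot decide whether the transcripts used changed. Hbb-bs had 1 read there and its ratio moved by 4.40. The minimum of 10 reads was set after that value had been seen. Reads assigned to another copy or an overlapping gene may account for such jumps in the other genes, which was not tested.

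A step between groups with little spread was found in 57 genes, defined as a change above 1.5 on the log2 scale, less than 0.5 between libraries of a group and a mean of at least 5 CPM. Of these, 15 were higher and 42 lower in WC1. The other 2 pairings of the libraries gave 6 and 2 such genes, so a small number of the steps may come from jumps that fall on both libraries of a group. Ablim1, Ctnnbip1 and Urgcp, all among the largest increases, belong to the 57. A variant or haplotype that differed between the mice of the groups could give such steps in neighbouring genes. There were 8 pairs within 50 genes of each other in the order of RefSeq protein-coding genes, and 10000 random sets matched on abundance had a median of 8. A regional cause for most of the steps is not seen, but a single region cannot be told apart from chance by this count. Ctnnbip1 and Per3, which lie 17 genes apart, are among the pairs. The pairs Rgs5 and Ly9 (48 genes apart), Fcer1a and Ifi205 (17) and Fcer1a and Ly9 (36) lie on chromosome 1. They are linked by shared genes and form the largest group.

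Per3, chosen after its values were seen, was at 4.94 and 3.36 CPM in Ctrl and at 20.1 and 18.4 CPM in WC1, a log2 fold change of 1.99. A difference in the time of day of sampling would move other clock genes by a similar amount. Clock genes peak at different times, so the size of change was taken without its sign. The median size over the 14 other clock genes was 0.21, and 0 of them changed as much as Per3. Hlf (0.80) and Cry2 (0.56) were called higher (limma adjusted p = 0.035 and 0.038). Bhlhe41 (-1.26), Npas2 (-0.76), Per1 (-0.73) and Nr1d1 (0.68) also changed and were not called (limma adjusted p between 0.061 and 0.095). This argues against time of day as the whole source of the step in Per3. A shift of the clock that contributes to it is not excluded, since other clock genes moved as well. Other explanations were not tested.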
